A study of Mus musculus and Rattus norvegicus with 30 samples. Its data were reported in "Comprehensive analysis of long noncoding RNA expression in dorsal root ganglion reveals cell-type specificity and dysregulation after nerve injury" (2018).

How the data were processed

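RNA was sequenced from dorsal root ganglia (DRG), the clusters of sensory neurons beside the spinal cord, of 2 mouse strains and of Wistar rats. Mice had spared nerve injury (SNI), in which branches of the sciatic nerve are cut and another branch is left intact, or sham surgery. Rats had spinal nerve transection (SNT) or sham surgery. The labels describe unpooled mouse samples of both sexes and male rat samples, each made from 3 pooled animals. Groups were taken from the labels: 6 BALB/c sham, 4 BALB/c SNI, 5 B10.D2 sham and 5 B10.D2 SNI libraries in mouse, and 4 sham and 4 SNT libraries in rat. The labels name 2 further mouse samples, B10.D2 sham 59 and BALB/c SNI 66, which have no column in the count table and were not analysed here.

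Per the study's methods, the authors made strand-specific paired-end libraries, from RNA depleted of ribosomal RNA in mouse and from polyadenylated RNA in rat. The ganglia taken and the days from surgery to tissue also differed between the species. Reads were aligned with STAR to mm10 in mouse and rn6 in rat. Read pairs were counted with HTSeq over annotated genes and over LncRNAs that the authors assembled from reads outside annotated gene models extended by 1000 bases. These LncRNAs are called assembled LncRNAs here, and LncRNAs of the annotation are called annotated LncRNAs. The deposited count tables hold raw counts per feature, which the values bore out as whole numbers of at least 0. The deposited result tables hold a mean normalised signal per feature, a log2 fold change of injured over sham with its standard error, the Wald score and the p-value with its adjusted form, all computed by the authors with DESeq2. The deposited annotation files give exon positions of the assembled LncRNAs and positions of splice junctions. Mouse gene positions, classes and symbols came from GENCODE M21 on mm10, to which 49326 of 49585 Ensembl identifiers (99.5%) were matched. No rat genome or annotation was used. Rat genes are placed in classes by the symbol that the deposited table gives, and their positions are not given.

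Library totals were 30.0 to 41.9 M counts (M, mega) in mouse and 12.0 to 17.9 M counts in rat. Mouse libraries are named by the sample number in their title, and rat libraries are numbered 1 to 4 within each group in the order of the count table. Features were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, after TMM normalization and the filterByExpr filter on low counts with the design matrix. The mouse model held sex, strain, surgery and the strain by surgery interaction, and a second mouse model added the sex by surgery interaction. The rat model held surgery alone. P-values were adjusted with the Benjamini-Hochberg method over all features tested, annotated genes and assembled LncRNAs together, and a feature with an adjusted p-value under 0.05 is called. All tests were two-sided. Standard errors of log2 fold changes were obtained as the absolute log2 fold change divided by the square root of F. Counts per M (CPM) are counts divided by the product of the library total and its TMM factor. A count of 3 was taken as the floor: a library with no count of a feature leaves open up to 3 counts. In the rat libraries 3 counts are 0.168 to 0.251 CPM on the library total alone. Floors leave out the TMM factor, which was 0.9312 to 1.0431 in rat and 0.9738 to 1.0283 in mouse. Fold bounds taken from floors are therefore approximate. Intervals and floors cover counting error alone. The models were tested on simulated data of the same group sizes, in which 78.5% to 94% of 200 changed features were recovered and 5 to 20 unchanged features were called. All simulated changes were of 2-fold or more. The median absolute log2 fold change of called features after SNI was 0.365 in BALB/c and 0.396 in B10.D2. Recovery of changes of that size was not simulated.

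Before the data were examined, the comparisons, tests, alternatives, lists and the rule for naming features were fixed. For each injury comparison the rule names the 2 features with the largest rise and the 2 with the largest fall among called features with a mean of at least 1 CPM and no overlap between groups, separately for annotated genes and assembled LncRNAs. For the strain and sex comparisons it names the 2 highest and the 2 lowest of all features, and for interactions it does so without the overlap condition. Other names come from a list of LncRNAs that the study singled out (12 in mouse, 7 in rat), a list of 20 injury markers (12 expected to rise, 8 expected to fall), and Xist with 4 Y-linked genes. The study chose its LncRNAs on these libraries, apart from Haglr, so their adjustment over the list alone is not independent evidence. The injury index of a library is the mean of log2(CPM + 1) over the rising markers that were tested, 10 in mouse and 9 in rat.

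LncRNA and protein-coding levels were compared by the log2 ratio of the median counts of the 2 classes within each library, with a sign-flip permutation test over libraries (exact in rat, 100000 resamples in mouse). Antisense pairs were assembled LncRNAs and protein-coding genes with at least 1 base of exon overlap on opposite strands. Neighbour pairs were intergenic assembled LncRNAs and their nearest annotated gene. Both were compared with 10000 random re-pairings. Genes were matched between species by symbol. Other splits of the libraries into groups of the same sizes were refitted: all 35 splits in rat, and 25 in each mouse test, the real one included, drawn with sex kept balanced as in the real groups. Fewer than the possible number of mouse splits were drawn because each refit covers all features.

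The alternatives were RLE size factors, no filter on low counts, at least 10 counts in every library, the DESeq2 1.42.0 Wald test, each strain fitted alone, no sex term, equal numbers of libraries in both strains, a strain effect averaged over surgeries, removal of X and Y features, a run-number block in rat, other definitions of the LncRNA level and of pairs, and leaving out each library in turn. The rat titles carry run numbers, each shared by the sham and the SNT library of the same number here. Whether these numbers pair the samples was checked with the correlation of the deviations of the 2 libraries of a number from their group means, and the numbers were not taken as pairs. Summaries were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.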

Results

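The data were counts of read pairs over annotated genes and assembled LncRNAs in DRG libraries of mouse and rat. The 20 mouse libraries held 36.8 ± 2.96 M counts (SD, n = 20), of which assembled LncRNAs took 3.93% ± 0.185 (SD, n = 20). Mean totals per group lay between 35.5 ± 3.97 M (SD, n = 4) in BALB/c SNI and 37.6 ± 2.35 M (SD, n = 5) in B10.D2 SNI. The 8 rat libraries held 15.7 ± 2.0 M counts (SD, n = 8), with 4.16% ± 0.453 (SD, n = 8) on assembled LncRNAs. The mouse table listed 54315 features, of which 41893 had at least 1 count, and the rat table listed 39281 features, of which 22245 had at least 1 count. No pair of libraries within a group was identical.

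The deposited catalogue held 4730 assembled LncRNAs in mouse and 6658 in rat. A single exon was present in 704 mouse LncRNAs (14.9%) and 1155 rat LncRNAs (17.3%), and 34.5% and 34.1% had 2 exons. The median exonic length was 2328.5 bases in mouse and 1354.5 bases in rat. Of the 30149 gaps between exons in mouse, 1243 (4.12%) coincided exactly with a deposited splice junction, and 1476 of 38003 (3.88%) did so in rat. At least 1 such gap was present in 25.8% of mouse and 21.8% of rat LncRNAs with more than 1 exon. Against the mouse annotation, 798 assembled LncRNAs (16.9%) overlapped a protein-coding exon on the opposite strand and 264 (5.58%) overlapped another exon there. A further 2082 (44.02%) lay within or across a gene without exon overlap, 1494 (31.6%) were intergenic, and 44 (0.930%) overlapped a protein-coding exon on the same strand. Exons of annotated LncRNAs on the same strand were overlapped by 20 (0.423%), and those of other genes by 28 (0.592%).

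The first principal component of log2 CPM held 48.4% of the variance in mouse and separated the strains, and the second held 10.2% and separated SNI from sham within each strain. In rat the first component held 68.1% of the variance. On it, sham library 4 (-10.2) and SNT library 1 (0.714) lay between the other sham libraries (-61.4 to -47.8) and the other SNT libraries (41.7 to 65.3).

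**Figure D1:**
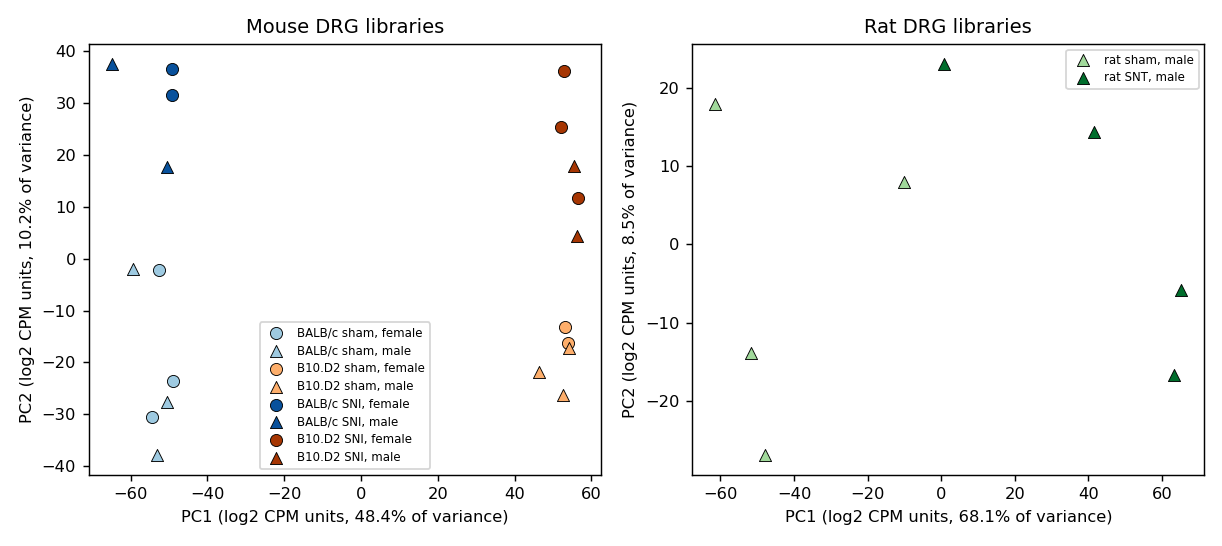
Scores of the mouse libraries (left) and the rat libraries (right) on the first 2 principal components of log2 CPM, coloured by group, with circles for females and triangles for males. Mouse libraries part by strain on the first component, which holds 48.4% of the variance, and 1 rat library of each group lies near 0 on a first component that holds 68.1%.

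The rat values cover part of the genome. All 6658 rat assembled LncRNAs lay on chromosomes 1 to 9, X and Y, and 0 lay on chromosomes 10 to 20, although 80671 of the 219118 deposited rat splice junctions (36.8%) lay there. Of 15790 rat genes whose symbol matched a mouse protein-coding gene, 6237 (39.5%) were listed at 0 in all 8 libraries. Among them were Atf3, Gap43, Trpv1 and Nefl, each of which had over 10 CPM in every mouse group, whereas 3 counts in a rat library correspond to at most 0.251 CPM. The share listed at 0 was 38.1% for genes of 1 to 5 CPM in mouse and 37.9% for genes of at least 100 CPM. Over genes of at least 5 CPM in mouse, 14 of 20 mouse chromosomes had under 2% or over 98% of their matched genes listed at 0 in rat. On mouse chromosome 11 all 864 matched genes were at 0, and on mouse chromosome 9 none of 636 were. Every rat number below refers to the features that were counted.

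**Figure D2:**
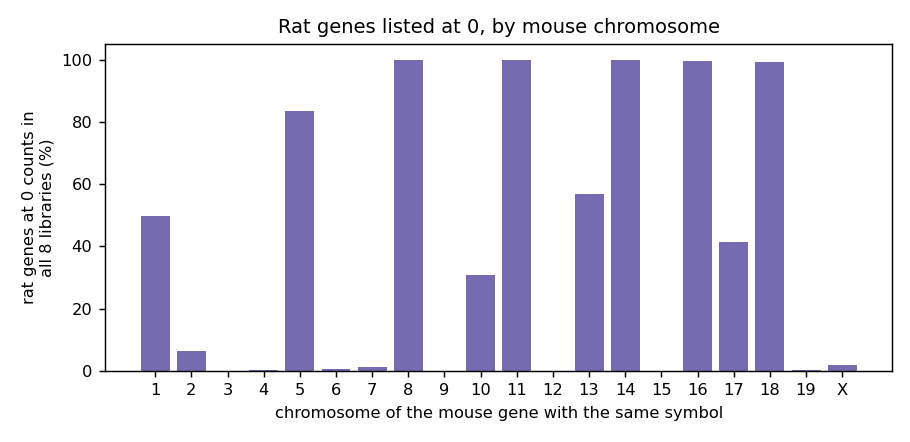
Share (%) of rat genes listed at 0 counts in all 8 libraries, by the chromosome of the mouse gene with the same symbol, for genes of at least 5 CPM in mouse. The share is 100% on mouse chromosome 11, 0% on chromosomes 3, 9, 12 and 15, and between 6.33% and 83.4% on chromosomes 1, 2, 5, 10, 13 and 17.

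The rat comparison asked which features change in the DRG after SNT. Of 13690 features tested, 3753 were called in edgeR, 1680 higher and 2073 lower after SNT, with 5815 features at an unadjusted p-value under 0.05. The count ranged from 1483 without sham library 3, the alternative that moved it most, to 5041 without SNT library 1. Assembled LncRNAs gave 635 calls of 3491 tested (18.2%), 116 higher and 519 lower. Genes with the symbol of a mouse protein-coding gene gave 2706 calls of 8205 (33.0%), 1406 higher and 1300 lower. Hapln1 (ENSRNOG00000032002) was at 74.5 ± 26.7 CPM (SD, n = 4) in sham and 3.84 ± 6.27 CPM (SD, n = 4) in SNT, a log2 fold change of -4.30 (SE 0.890, edgeR adjusted p 0.0129). Without SNT library 1, which held 13.2 CPM, the log2 fold change of Hapln1 was -6.71. Car12 (ENSRNOG00000017766) fell from 3.97 ± 1.05 CPM (SD, n = 4) to 0.218 ± 0.365 CPM (SD, n = 4), a log2 fold change of -4.19 (SE 0.708, edgeR adjusted p 0.0107), and without SNT library 1 it was at most 2 counts in SNT, at least 20.03-fold lower. Mmp9 (ENSRNOG00000017539) was at 1.62 ± 0.233 CPM (SD, n = 4) in sham and 43.9 ± 80.3 CPM (SD, n = 4) in SNT, with a log2 fold change of 4.75 (SE 1.40, edgeR adjusted p 0.0325). That value rested on SNT library 3, which held 164 CPM, and was 1.20 without it. Mmp9 was not called in 3 of the 8 fits that each left out 1 library. Lce1f (ENSRNOG00000023892) was at 2.94 ± 1.07 CPM (SD, n = 4) in SNT and at most 3 counts in every sham library, which is at least 11.7-fold higher (edgeR adjusted p 0.00835).

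Among rat assembled LncRNAs, LncRNA404 (chromosome 1, 206087635 to 206116955, plus strand, 3 exons) fell from 2.14 ± 0.571 CPM (SD, n = 4) to 0.166 ± 0.0927 CPM (SD, n = 4), with a log2 fold change of -3.65 (SE 0.401, edgeR adjusted p 0.00641). LncRNA2454 (chromosome 3, 102175705 to 102203479, minus strand, 2 exons) fell from 13.8 ± 5.22 CPM (SD, n = 4) to 1.17 ± 2.26 CPM (SD, n = 4), with a log2 fold change of -3.59 (SE 1.03, edgeR adjusted p 0.0301). It was not called in 6 of the 8 fits that each left out 1 library, nor with DESeq2. Without SNT library 1 it was at most 1 count in SNT, at least 69.7-fold lower. LncRNA4937 (chromosome 8, 104776662 to 104806722, plus strand) rose from 0.755 ± 0.509 CPM (SD, n = 4) to 3.55 ± 0.352 CPM (SD, n = 4), a log2 fold change of 2.22 (SE 0.361, edgeR adjusted p 0.0106). LncRNA3413 (chromosome 5, 136809756 to 136836333, plus strand) rose from 0.998 ± 0.600 CPM (SD, n = 4) to 4.32 ± 1.13 CPM (SD, n = 4), a log2 fold change of 2.09 (SE 0.360, edgeR adjusted p 0.0107).

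The mouse injury comparisons asked which features change after SNI in BALB/c, the strain in which the study saw more pain-related hypersensitivity, and in B10.D2. Of 24685 features tested, 2392 were called in BALB/c, 1190 higher and 1202 lower, with 5739 at an unadjusted p-value under 0.05. In B10.D2, 1130 were called, 519 higher and 611 lower, with 4149 at an unadjusted p-value under 0.05. With 4 sham and 4 SNI libraries per strain, each strain fitted alone, the mean counts were 1304 in BALB/c and 628 in B10.D2, the alternative that moved both counts most. Leaving out SNI library 90 lowered the B10.D2 count to 665, and leaving out SNI library 69 lowered it to 728. Of called features, 283 in BALB/c and 176 in B10.D2 changed by 2-fold or more. Assembled LncRNAs gave 223 calls of 3763 (5.93%) in BALB/c and 93 (2.47%) in B10.D2. Protein-coding genes gave 1955 calls of 15701 (12.5%) and 954 (6.08%), and annotated LncRNAs gave 91 of 1567 (5.81%) and 41 (2.62%).

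The naming rule, with its conditions on level and overlap, gave the same 4 annotated genes in both strains. Calb2 (ENSMUSG00000003657, chromosome 8, 110137502 to 110168210) fell from 9.14 ± 1.61 CPM (SD, n = 6) to 0.972 ± 0.4663 CPM (SD, n = 4) in BALB/c and from 8.42 ± 3.92 CPM (SD, n = 5) to 1.13 ± 0.469 CPM (SD, n = 5) in B10.D2. Its log2 fold changes were -3.29 (edgeR adjusted p 8.44e-07) and -2.83 (7.73e-06). Vstm2b (ENSMUSG00000039257, chromosome 7, 40898328 to 40930594) had log2 fold changes of -1.39 (edgeR adjusted p 0.00041) in BALB/c and -2.07 (1.54e-05) in B10.D2. Sprr1a (ENSMUSG00000050359, chromosome 3, 92483952 to 92485895) rose from 0.823 ± 0.628 CPM (SD, n = 6) to 24.5 ± 5.59 CPM (SD, n = 4) in BALB/c and from 0.515 ± 0.290 CPM (SD, n = 5) to 16.5 ± 6.30 CPM (SD, n = 5) in B10.D2, with log2 fold changes of 4.92 and 5.05. Lipn (ENSMUSG00000024770, chromosome 19, 34067358 to 34084918) rose by log2 fold changes of 4.78 in BALB/c and 4.40 in B10.D2, from a sham mean of 0.134 ± 0.119 CPM (SD, n = 6) and 0.0987 ± 0.0311 CPM (SD, n = 5).

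Among assembled LncRNAs in BALB/c, LncRNA1523 (chromosome 7, 119313898 to 119406142, minus strand, intergenic) had a log2 fold change of -1.48 (SE 0.265, edgeR adjusted p 0.000842) and LncRNA2 (chromosome 1, 7053990 to 7057787, plus strand, intergenic) one of -1.25 (SE 0.208, edgeR adjusted p 0.000409). LncRNA496 (chromosome 2, 169822187 to 169867724, minus strand, within or across a gene) rose from 0.603 ± 0.234 CPM (SD, n = 6) to 5.78 ± 0.618 CPM (SD, n = 4), a log2 fold change of 3.31 (SE 0.315, edgeR adjusted p 5.9e-07). LncRNA6176 (chromosome 11, 101206301 to 101252456, plus strand), antisense of an exon of Ezh1, had a log2 fold change of 1.51 (SE 0.274, edgeR adjusted p 0.000916). In B10.D2, LncRNA1522 (chromosome 7, 119307269 to 119313248, minus strand), 1021 bases from Gm23321, had a log2 fold change of -1.50 (SE 0.247, edgeR adjusted p 0.000752). LncRNA3339 (chromosome 18, 77258056 to 77262022, plus strand), which overlaps a protein-coding exon on its own strand, had one of -0.98 (SE 0.224, edgeR adjusted p 0.0128) and was not called without SNI library 90. LncRNA6792 (chromosome 14, 123345888 to 123361585, plus strand), antisense of an exon of Nalcn, rose from 0.178 ± 0.0586 CPM (SD, n = 5) to 2.14 ± 0.920 CPM (SD, n = 5), a log2 fold change of 3.61 (SE 0.429, edgeR adjusted p 2.95e-05). LncRNA1709 (chromosome 8, 48568626 to 48645140, minus strand) rose from 57.2 ± 6.04 CPM (SD, n = 5) to 104 ± 18.03 CPM (SD, n = 5), a log2 fold change of 0.89 (SE 0.121, edgeR adjusted p 0.000123).

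Whether the change after SNI differs between the strains was tested with the strain by injury interaction. It gave 6 calls in edgeR, 0 higher and 6 lower in B10.D2, with 1073 features at an unadjusted p-value under 0.05 of 24685 tested, and 0 assembled LncRNAs, of which 189 were at an unadjusted p-value under 0.05. With at least 10 counts in every library 3 features were called, and with DESeq2 10 were. Of the 20 fits that each left out 1 library, 4 gave 3 calls. Gal (ENSMUSG00000024907, chromosome 19, 3409915 to 3414544) rose from 8.15 ± 3.49 CPM (SD, n = 6) to 145 ± 38.8 CPM (SD, n = 4) in BALB/c and from 6.93 ± 1.4996 CPM (SD, n = 5) to 23.9 ± 5.40 CPM (SD, n = 5) in B10.D2. The log2 interaction of Gal was -2.37 (SE 0.358, edgeR adjusted p 0.0140). Ly6a (ENSMUSG00000075602, chromosome 15, 74994877 to 74998031) rose from 5.11 ± 1.03 CPM (SD, n = 6) to 26.1 ± 1.81 CPM (SD, n = 4) in BALB/c and from 13.1 ± 2.78 CPM (SD, n = 5) to 20.5 ± 3.53 CPM (SD, n = 5) in B10.D2. The log2 interaction of Ly6a was -1.74 (SE 0.189, edgeR adjusted p 0.000122). The other 4 calls, named after their values were seen, were Duoxa1, Wfdc3, Cdc23 and AC160966.1.

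In all, 867 features were called in both strains, 67 of them assembled LncRNAs, and every one of the 867 changed in the same direction. Of the 1525 features called in BALB/c alone, 95.2% had the same direction in B10.D2, and of the 263 called in B10.D2 alone, 97.3% had the same direction in BALB/c. Across features, which are not independent replicates, the rank correlation of the log2 fold changes of the strains was 0.475, and it was 0.351 over assembled LncRNAs.

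**Figure D3:**
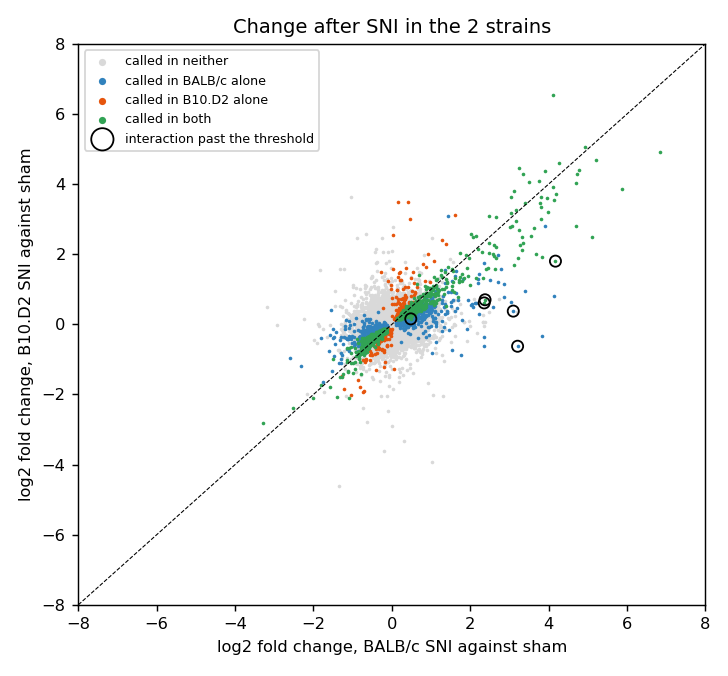
Log2 fold change after SNI in BALB/c (horizontal axis) and in B10.D2 (vertical axis) of each feature tested, coloured by the strain in which it was called, with circles around the 6 features whose interaction was called. The 867 features called in both strains lie in the quadrants of equal direction, and the 6 circled features lie below the diagonal.

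The strains were compared within sham surgery. Of 24685 features, 5322 were called in edgeR, 2847 higher and 2475 lower in B10.D2, with 7808 at an unadjusted p-value under 0.05. The count was 8209 when the strain effect was averaged over sham and SNI, the alternative that moved it most. Calls made up 26.1% of assembled LncRNAs (983), 22.04% of protein-coding genes (3461) and 19.1% of annotated LncRNAs (299). LncRNA3324 (chromosome 18, 66750095 to 66755418, plus strand, intergenic) was at 4.44 ± 1.66 CPM (SD, n = 6) in BALB/c and at 0 counts in all 5 B10.D2 sham libraries, which is about 50-fold lower or more (edgeR adjusted p 7.83e-09). Serpina1b (ENSMUSG00000071178, chromosome 12, 103728156 to 103830373) was at 2.04 ± 0.914 CPM (SD, n = 6) in BALB/c and at 0 counts in B10.D2, about 23-fold lower or more (edgeR adjusted p 6.46e-09). Cldn34c1 (ENSMUSG00000079450, chromosome X, 123103495 to 123188795) was at 3.42 ± 0.431 CPM (SD, n = 5) in B10.D2 and at most 2 counts in BALB/c, at least 37.9-fold higher (edgeR adjusted p 4.87e-14). Gm40518 (ENSMUSG00000110924, chromosome 9, 48132504 to 48158965) was at 11.03 ± 1.75 CPM (SD, n = 5) in B10.D2 and at most 3 counts in BALB/c, at least 122-fold higher (edgeR adjusted p 8.19e-17).

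Males and females were compared over both strains and surgeries, 10 libraries each. In edgeR 60 features were called, 25 higher and 35 lower in males, 8 of them assembled LncRNAs, with 2899 at an unadjusted p-value under 0.05. The count was 240 with DESeq2, 222 without a filter on low counts, 159 without BALB/c sham library 56 and 35 without B10.D2 SNI library 89. Xist (ENSMUSG00000086503, chromosome X, 103460366 to 103483254) was at 477 ± 63.7 CPM (SD, n = 10) in females and 2.26 ± 1.64 CPM (SD, n = 10) in males. Kdm5d (ENSMUSG00000056673, chromosome Y, 897788 to 956786) was at 44.4 ± 2.60 CPM (SD, n = 10) in males and 0.173 ± 0.0872 CPM (SD, n = 10) in females, and Ddx3y, Eif2s3y and Uty had log2 fold changes of 7.81, 7.81 and 7.84. Each of these 5 genes separated all 20 libraries by their labelled sex. Gm29650 (ENSMUSG00000099876, chromosome Y, 1048393 to 1049134) was at 2.45 ± 0.833 CPM (SD, n = 10) in males and at most 1 count in females, about 28-fold higher or more. Rxfp1 (ENSMUSG00000034009, chromosome 3, 79641611 to 79737880) was at 3.74 ± 1.17 CPM (SD, n = 10) in males and 11.3 ± 3.61 CPM (SD, n = 10) in females, a log2 fold change of -1.55 (SE 0.188, edgeR adjusted p 8.8e-05). The sex by injury interaction gave 0 calls of 25143 features tested in edgeR, with 1353 at an unadjusted p-value under 0.05, and 1 call with DESeq2.

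The 12 mouse LncRNAs that the study singled out gave 11 calls in BALB/c and 9 in B10.D2 (11 and 11 adjusted over the list alone), and 7 of 7 rat LncRNAs were called in rat (7 adjusted over the list alone). All but Haglr, which the study picked from human cells, were chosen on these libraries. The rat count was 2 without sham library 3. In BALB/c 10 of the 12 were lower after SNI, and in B10.D2 11 were. LncRNA2754 (chromosome 14, 68087301 to 68089062, minus strand), antisense of an exon of Nefl, had log2 fold changes of -0.52 in BALB/c (edgeR adjusted p 0.0135) and -0.48 in B10.D2 (0.0302), where it was not called in 7 of the 10 fits that each left out 1 library of the strain. LncRNA1779 (chromosome 9, 45155154 to 45156657, plus strand), 1002 bases from Scn4b, had log2 fold changes of -0.41 (edgeR adjusted p 0.0121) and -0.44 (0.0125). LncRNA561 (chromosome 3, 101742264 to 101752184, plus strand) rose from 1.18 ± 0.102 CPM (SD, n = 6) to 1.75 ± 0.205 CPM (SD, n = 4) in BALB/c (edgeR adjusted p 0.00434) and was at 2.88 ± 0.497 CPM (SD, n = 5) and 2.73 ± 0.219 CPM (SD, n = 5) in B10.D2 (0.909). LncRNA4834 (chromosome 5, 107055093 to 107078903, plus strand) had log2 fold changes of 0.77 in BALB/c (edgeR adjusted p 2.28e-05) and 0.30 in B10.D2 (0.0858). LncRNA561 and LncRNA4834 each overlap an exon of an annotated LncRNA on their own strand in the annotation used here. The interaction was called for 0 of the 12 over all features and for 2 of 12 adjusted over the list alone, LncRNA561 and LncRNA4834 (0.0140 each). LncRNA1291 (chromosome 6, 28923959 to 28929796, minus strand) was lower in B10.D2 sham than in BALB/c sham by a log2 fold change of -2.02 (edgeR adjusted p 0.00444), and B10.D2 sham libraries 60 (2.47 CPM) and 77 (1.84 CPM) lay above the other 3, at 0.146 to 0.242 CPM. The list gave 6 calls between strains in sham, 0 between sexes and 0 for the sex by injury interaction (6, 1 and 0 adjusted over the list alone).

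**Figure D4:**
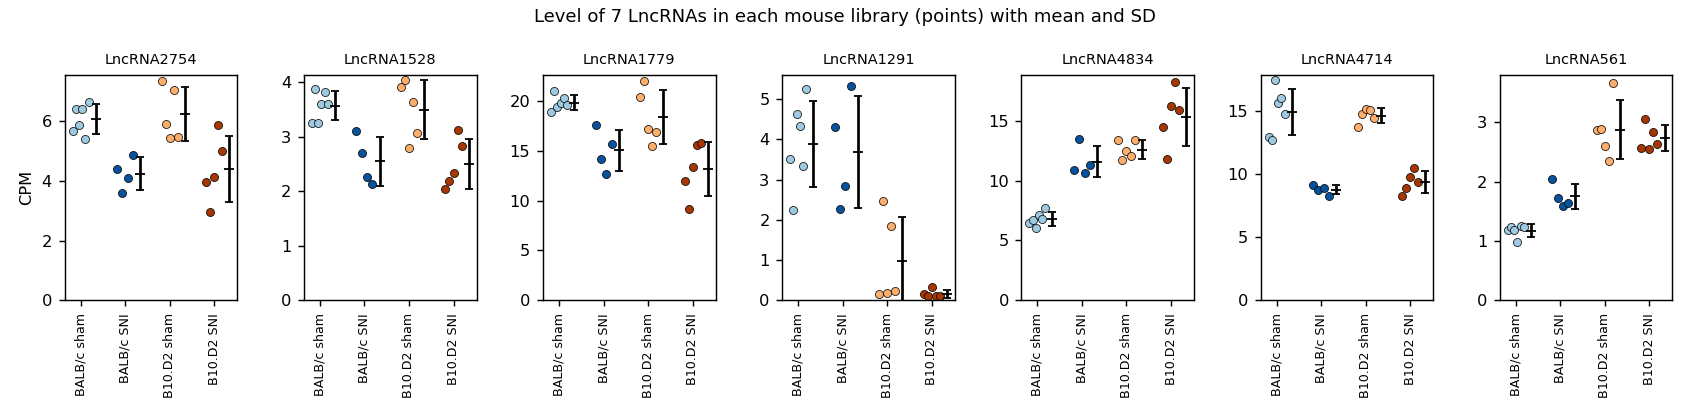
Level (CPM) of 7 LncRNAs that the study followed up in each mouse library, by strain and surgery, with the mean and SD of each group beside the points. LncRNA561 and LncRNA4834 rise in BALB/c from sham levels of 1.18 and 6.79 CPM, below their B10.D2 sham levels of 2.88 and 12.6 CPM.

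Injury markers were used to check the surgery labels. Of the markers expected to rise, 10 of 10 tested were called higher in BALB/c, 9 of 10 in B10.D2 and 7 of 9 in rat (10, 10 and 8 adjusted over the list alone). Of those expected to fall, 1 of 8 tested was called lower in each mouse strain, Nefl in both, and 4 of 6 in rat (3, 2 and 5 adjusted over the list alone). Nefl had log2 fold changes of -0.43 (edgeR adjusted p 2.78e-05) in BALB/c and -0.47 (1.98e-05) in B10.D2. Atf3 rose from 13.6 ± 6.27 CPM (SD, n = 6) to 124 ± 11.9 CPM (SD, n = 4) in BALB/c and from 13.5 ± 6.07 CPM (SD, n = 5) to 81.8 ± 26.9 CPM (SD, n = 5) in B10.D2. In rat, Vip rose from 19.3 ± 14.9 CPM (SD, n = 4) to 140 ± 30.98 CPM (SD, n = 4), and Scn10a fell from 632 ± 203 CPM (SD, n = 4) to 136 ± 134 CPM (SD, n = 4), which was not called in 5 of the 8 fits that each left out 1 library. The rat count over both lists was 11 and fell to 5 without sham library 3. Gal was the 1 marker with an interaction between strain and injury (2 adjusted over the list alone), and 0 had one between sex and injury. The injury index was 4.21 ± 0.305 (SD, n = 6) in BALB/c sham and 6.46 ± 0.106 (SD, n = 4) in BALB/c SNI, 4.23 ± 0.153 (SD, n = 5) in B10.D2 sham and 5.85 ± 0.400 (SD, n = 5) in B10.D2 SNI, and 4.93 ± 0.720 (SD, n = 4) in rat sham and 6.61 ± 0.223 (SD, n = 4) in rat SNT.

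**Figure D5:**
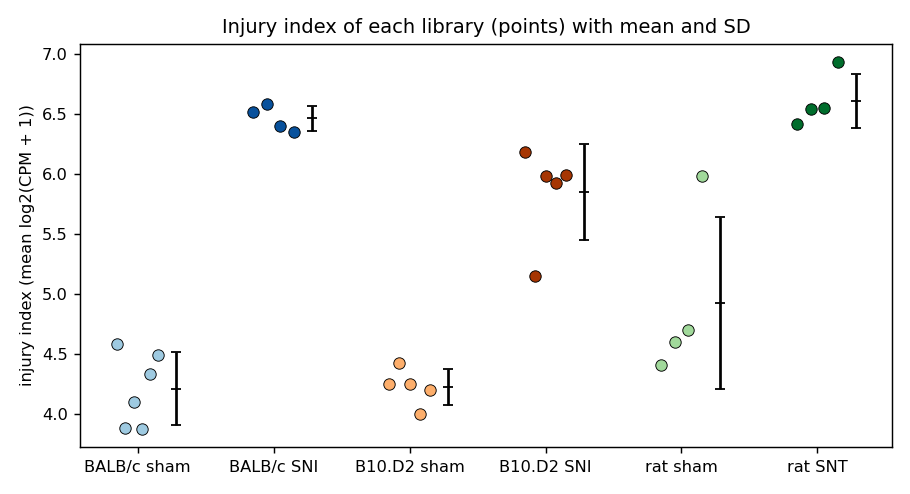
Injury index of each library, the mean log2(CPM + 1) of the rising markers (10 in mouse, 9 in rat), by group, with the mean and SD beside the points. Every injured library lies above every sham library of its strain or species, with B10.D2 SNI library 76 at 5.15 and rat sham library 4 at 5.99 apart from their groups.

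The level of LncRNAs was compared with that of protein-coding genes, and it was the lower of the 2 in every library. In mouse the median count was 7.25 ± 0.716 (SD, n = 20) over 10221 LncRNAs and 451 ± 37.9 (SD, n = 20) over 19229 protein-coding genes, a log2 ratio of -5.96 ± 0.0860 (SD, n = 20), or 62.3-fold lower. The sign-flip permutation p was 1e-05, the smallest that 100000 resamples give. The ratio was -3.89 ± 0.0463 (SD, n = 20), 14.8-fold lower, over features with at least 10 counts on average, the alternative that moved it most. Assembled LncRNAs alone had a median count of 27.4 ± 2.51 (SD, n = 20) and annotated LncRNAs one of 1.20 ± 0.410 (SD, n = 20). In rat, where all LncRNAs compared were assembled ones, the log2 ratio was -5.44 ± 0.196 (SD, n = 8), 43.4-fold lower, with an exact sign-flip permutation p of 0.00781, the smallest that 8 libraries allow. The RNA fraction sequenced differed between the species, so the ratios of mouse and rat are not directly comparable.

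Antisense pairs were examined for opposite changes. Of 600 pairs of an assembled LncRNA and a protein-coding gene, both tested, 45.5% changed in opposite directions after SNI in BALB/c, against 50.2% ± 2.04 (SD over 10000 re-pairings, permutation p 0.0229). In B10.D2 the share was 46.2%, against 49.9% ± 2.03 (SD over re-pairings, permutation p 0.0713). Opposite changes were thus not more frequent than in re-paired lists. Over pairs in which both features had an unadjusted p-value under 0.05, the share was 51.5% of 33 pairs in BALB/c, against 43.4% ± 7.68 in re-pairings (SD, permutation p 0.428), and 50% of 14 pairs in B10.D2, against 49.98% ± 12.5 (SD, permutation p 1).

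Intergenic assembled LncRNAs were compared with their nearest gene in 636 pairs. The rank correlation of the log2 fold changes across pairs was 0.348 in BALB/c and 0.266 in B10.D2, each with a permutation p of 1e-04, the smallest that 10000 re-pairings give, and 0.000171 after Benjamini-Hochberg adjustment over 24 such relations. Pairs are not independent replicates. It was 0.405 under 5000 bases and 0.190 over 5000 bases in BALB/c, and 0.289 and 0.227 in B10.D2. On the same strand it was 0.399 in BALB/c and 0.344 in B10.D2, and on the opposite strand 0.233 (permutation p 0.0023) and 0.0765 (permutation p 0.312). For LncRNAs within 1500 bases of the 3′ end of the gene on its own strand it was 0.514 and 0.459, and without these 0.279 and 0.211.

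Mouse and rat were compared over 7964 genes matched by symbol and tested in both species. The injury model, the RNA fraction, the ganglia and the time after surgery differed between the species. The rank correlation of the log2 fold changes with rat was 0.542 for BALB/c and 0.502 for B10.D2. Of the 35 splits of the rat libraries, 4 gave a correlation at least as large for BALB/c and 3 did for B10.D2 (in absolute value, the real split included). Splits that exchange 1 library between the groups keep part of the real contrast. A rank correlation does not register the size of a contrast, so this comparison does not show whether the agreement exceeds chance. Of 630 genes called in rat and BALB/c, 605 (96.0%) had the same direction, as had 317 of 327 (96.9%) called in rat and B10.D2. In all, 277 genes were called in rat and both mouse strains.

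The deposited result tables were compared with refits of the deposited counts. Adjusted p-values under 0.05 were listed for 2797 features in BALB/c, 1458 in B10.D2 and 4292 in rat. The DESeq2 refit gave 2794, 1449 and 4292, of which 2777, 1415 and 4292 were shared with the deposited lists. Of the edgeR calls, 2308, 1058 and 3659 were shared. The rank correlation of edgeR log2 fold changes with the deposited ones was at least 0.999 in each comparison.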

Values the study reported

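The study reported 4729 long transcripts classed as noncoding in the mouse DRG and 6657 in the rat DRG. It put LncRNA expression at about 10-fold below that of protein-coding genes. After SNT in rats it counted 4215 differentially expressed genes and LncRNAs, or 25.5% of those expressed, and 708 of 4316 LncRNAs outside the annotation (16.4%). After SNI it counted 2750 in BALB/c against 1441 in B10.D2, with 193 and 97 LncRNAs outside the annotation among them. Opposite fold changes were given for 44.8% of such LncRNAs antisense of a protein-coding gene. Between the mouse strains it reported that 12.2% of protein-coding genes and 27% of LncRNAs differed.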

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

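The tests on the rat libraries between the groups and on the rat genes listed at 0 were chosen only after those results were seen. Among 164 groups of libraries searched for a library far from the others (its gap to the nearest library over the range of the group), 15 had one, where chance alone gives about 8.2.

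Rat SNT library 1 was far above the other 3 SNT libraries for Hapln1 (13.2 CPM against 0.491 to 0.853, gap over range 0.972), Car12 (0.760 CPM against 0 to 0.111, 0.853), LncRNA2454 (4.56 CPM against 0 to 0.0656, 0.986) and LncRNA2859 (5.26 CPM against 0.390 to 0.722, 0.932). All 4 fall after SNT, so this library lay nearer to sham. Rat sham library 4 was far above the other sham libraries for LncRNA3413 (1.89 CPM against 0.642 to 0.794, 0.878), which rises after SNT. These 2 libraries also lay between the groups on the first principal component. A share of injured-type signal was solved for each library from genes called in both mouse strains, with the other rat libraries as references. In sham library 4 it was 49.96% from rising genes and 46.67% from falling genes, and in SNT library 1 it was 53.63% and 60.43%, with overlapping 95% intervals over genes in both libraries. A share of any size was added as an explanation after these values were seen. The injury index, a mean of logarithms, was 5.99 in sham library 4 and 6.42 in SNT library 1, the latter near the other SNT libraries (6.54 to 6.93), where the shares from rising genes would give 6.06 and 6.12. Over 8 rising markers the share had a median of 45.4% (21.4% to 83.5%) in sham library 4 and 67.05% (49.5% to 169.5%) in SNT library 1, so the markers place SNT library 1 nearer to SNT. The shares are consistent with injured-type RNA making up part of both libraries. If 1 of 3 pooled animals with equal parts of RNA were in the wrong pool, the share would be 1 or 2 parts in 3. In sham library 4 the share from rising genes (95% interval 42.1% to 54.9%) was 16.6 points from that. The other sham libraries had an SD of 5.199 points (n = 3) and a range of -4.89% to 5.24%. A sham pool with an SNT animal would also carry the spread of SNT tissue, and the other SNT libraries had an SD of 14.7 points (n = 3). The distance lies beyond the first spread and near the second, so 1 of 3 animals in the wrong pool is not excluded there. The share from falling genes was 13.3 points away, within the SD of 31.9 points of the other sham libraries (n = 3, -34.0% to 28.2%), and decides nothing. In SNT library 1 the distances were 13.04 points from rising and 6.24 points from falling genes, within the SDs of 14.7 (n = 3, 72.3% to 99.5%) and 9.86 points (n = 3, 88.4% to 107%) of the other SNT libraries. The intervals over genes alone, 48.6% to 63.8% and 57.9% to 64.1%, include neither proportion and were first read as evidence against it. That reading was changed for SNT library 1 after the result, because libraries differ by more than genes do, and there 1 of 3 animals cannot be told apart from other proportions. Unequal parts of RNA were not tested. An incomplete lesion in the SNT pool or nerve damage in the sham pool would give such shares too, was not tested apart and stays open. Without SNT library 1 the rat count rose from 3753 to 5041 calls, and without sham library 4 it was 4873.

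Mmp9 in rat SNT library 3 was at 164 CPM against 3.05 to 4.201 in the other SNT libraries (gap over range 0.993), and the log2 fold change of Mmp9 was 1.20 without it. Library totals do not separate this library, which held 17.3 M counts, and no explanation was tested.

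In B10.D2, SNI library 76 had an injury index of 5.15 against 5.93 to 6.19 in the other 4 SNI libraries (gap over range 0.751) and a Lipn level of 0.613 CPM against 2.07 to 2.60 (0.736). Both lie toward sham. Without this library Jun and LncRNA4834 were called in B10.D2, with log2 fold changes of 0.45 and 0.37. No technical or biological explanation was tested for this library, which had 38.6 M counts and 4.33% of them on assembled LncRNAs, the highest share in mouse.

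The other distant libraries each concerned a single feature. LncRNA1523 was high in BALB/c SNI library 49 (0.876 CPM, gap over range 0.853) and LncRNA496 in BALB/c SNI library 64 (6.70 CPM, 0.880). LncRNA1522 was high in B10.D2 SNI library 89 (1.10 CPM, 0.772), Ly6a in B10.D2 sham library 77 (17.9 CPM, 0.758) and LncRNA1291 in B10.D2 SNI library 78 (0.340 CPM, 0.724). Gm40518 was low in BALB/c sham library 55 (0 counts, 0.696), where all BALB/c sham libraries are at the floor, and LncRNA561 in BALB/c sham library 56 (0.977 CPM, 0.744). These were not pursued, since their number is near what chance gives.

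The change after SNI differed between the strains for 6 features by the interaction test in edgeR, each lower in B10.D2. The log2 interaction was -2.37 for Gal (changes of 4.18 in BALB/c and 1.80 in B10.D2), -2.72 for Duoxa1 (3.10 and 0.38), -1.74 for Ly6a (2.36 and 0.61), -1.68 for Wfdc3 (2.38 and 0.70), -0.33 for Cdc23 (0.48 and 0.16) and -3.83 for AC160966.1 (3.21 and -0.62), with adjusted p from 4.11e-06 to 0.0353. Of 25 splits that relabel the strains, 1, the real one, had as many interaction calls, while 10 of 25 had as many features at an unadjusted p-value under 0.05. Such splits mix libraries of both strains within a group, where strain differences can hide or mimic an interaction. These counts of splits therefore do not decide how many interaction calls arise without a real interaction. Gal, Duoxa1 and Ly6a were called in every fit that left out 1 library, whereas Cdc23 was lost in 18 of 20 such fits, AC160966.1 in 8 and Wfdc3 in 7. AC160966.1 was at 0.0370 ± 0.0348 CPM (SD, n = 6) in BALB/c sham, near the floor, so its fold change is uncertain. In sham, Duoxa1 was at 0.245 ± 0.0559 CPM (SD, n = 6) in BALB/c and 0.862 ± 0.120 CPM (SD, n = 5) in B10.D2, and Ly6a was at 5.11 ± 1.03 CPM (SD, n = 6) and 13.1 ± 2.78 CPM (SD, n = 5), both lower in BALB/c. After SNI the order was the opposite, with Duoxa1 at 2.14 ± 0.289 CPM (SD, n = 4) and 1.12 ± 0.0980 CPM (SD, n = 5), and Ly6a at 26.1 ± 1.81 CPM (SD, n = 4) and 20.5 ± 3.53 CPM (SD, n = 5). A loss of reads by alignment that is the same in sham and SNI libraries of a strain cancels in the interaction, so it would not give these values. A biological difference between the strains stays open.

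Splice junctions were deposited for rat chromosomes 10 to 20, which hold none of the assembled LncRNAs. Their number was 80671 of 219118. The share of rat genes listed at 0 lay between 37.1% and 38.1% at every level in mouse examined, with 37.88% among genes of at least 100 CPM, which argues against low expression as the reason. Of 20 mouse chromosomes, 14 had nearly all or nearly none of their matched genes at 0. That pattern is consistent with features on rat chromosomes 10 to 20 lying outside the counted set, since long stretches of chromosome are kept between the species. Rat gene positions were not used, so this was tested through mouse positions alone. No other biological explanation was tested.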

How the results depend on the processing

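All alternatives were chosen before the data were examined. The alternative that adds samples 59 and 66 was not run, since the count table has no columns for them.

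Of 59 values of summary results under alternatives other than leaving out a library, 49 kept their direction and their side of the threshold or stayed within the set range. The exceptions were these. With 4 sham and 4 SNI libraries per strain the mean count of calls was 1304 in BALB/c and 628 in B10.D2, as fewer libraries were fitted. The interaction had 10 calls with DESeq2 and 3 with at least 10 counts in every library. The strain comparison had 8209 calls when averaged over surgeries, which uses more libraries. The sex comparison had 240 calls with DESeq2 and 222 without a filter on low counts, and the sex by injury interaction had 1 call with DESeq2. For the DESeq2 and filter alternatives the cause was not tested. Antisense pairs with both features at an unadjusted p-value under 0.05 changed in opposite directions in 51.5% of 33 pairs in BALB/c, above the 43.4% of re-pairings (permutation p 0.428), and in 50% of 14 pairs in B10.D2, where re-pairings gave 49.98% (permutation p 1), whereas the share over all pairs lay below that of re-pairings.

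Leaving out 1 library at a time gave 1483 to 5041 calls in rat, 1643 to 2648 in BALB/c, 665 to 1214 in B10.D2, 3 to 6 for the interaction, 4515 to 5473 between strains, 35 to 159 between sexes and 0 for the sex by injury interaction. In rat the count was at most 2219 when any library other than sham 4 or SNT 1 was left out, and 4873 and 5041 without these 2. The rat LncRNA list ranged from 2 to 7 calls and the rat marker list from 5 to 13. The interaction count was 3 without BALB/c SNI library 49 or 65, BALB/c sham library 71 or B10.D2 sham library 67. The sex count was 35 without B10.D2 SNI library 89, 38 without BALB/c SNI library 65 and 159 without BALB/c sham library 56. The cause was not tested beyond the loss of a library.

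The rat run-number block gave 2558 calls, 2360 of them shared with the 3753. The deviations of the 2 libraries of a run number correlated at 0.0524, -0.226, -0.0816 and -0.065, so the numbers do not act as pairs.

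Of 634 values of single features under the other alternatives, 609 were unchanged, 13 weaker, 12 stronger and 0 reversed. Of 1320 values with a library left out, 1178 were unchanged, 114 weaker, 12 stronger and 16 reversed, the last in 7 results that were not called. Their log2 fold changes ranged from -0.32 to 0.096 for LncRNA1291 and -0.068 to 0.016 for P2rx3 in BALB/c, from -0.104 to 0.043 for LncRNA561, -0.062 to 0.012 for P2rx3, -0.017 to 0.063 for Scn11a and -0.050 to 0.164 for Tac1 in B10.D2, and from -0.022 to 0.308 for Nts in rat.

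Depth limits the LncRNA results. A library without counts of a feature leaves open up to 0.251 CPM in rat, and annotated LncRNAs had a median count of 1.20 in mouse.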

Other observations

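The tests of reference alignment and of the injury index between strains were chosen only after the results they measure were seen, and the other tests in this part before.

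BALB/c had more calls after SNI than B10.D2. With 4 sham and 4 SNI libraries in each strain the ratio of the mean counts was 2.078 (981 to 2366 calls over 9 choices in BALB/c, 318 to 1072 over 9 in B10.D2), which argues against unequal numbers of libraries as the reason. A smaller change in B10.D2 is a candidate explanation that was tested on 2631 genes called in rat, which were chosen without the mouse libraries. Their median change in the rat direction was 0.13 in BALB/c and 0.10 in B10.D2, a difference of 0.03. A difference as large was found in 12 of 25 splits that relabel the strains, the real one included. The difference beyond the spread of splits that this explanation predicts was therefore not seen. These splits mix libraries of both strains within a group, so differences between the strains can widen their spread. For that reason the test cannot decide the question. Before the fits, a difference within that spread was written down as counting against the explanation, and the reading was changed to an open one after the result, since a smaller change too slight for this test is not excluded. Some values go with it. Of 10 rising markers, 9 had a lower interaction in B10.D2, and the injury index rose by 2.25 in BALB/c and by 1.62 in B10.D2, a difference of -0.629 (permutation p 0.0412 over all 12000 relabellings of the strains within surgery and sex). Leaving out 1 library gave p from 0.0168 to 0.0799, with 0.0529 and a difference of -0.455 without B10.D2 SNI library 76. A list of 10 markers does not represent all features called, so the explanation stays open.

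Many features differed between the strains in sham. Of the protein-coding genes called, 53.857% were higher in B10.D2 (51.9% of assembled LncRNAs and 59.5% of annotated LncRNAs). Scaling centres the log ratios, so a share near 50% decides little. Of the calls of 2-fold or more, 757 were higher in B10.D2 and 702 in BALB/c, and poorer alignment of BALB/c reads would not raise the latter, which argues against it for those 702. For features higher in B10.D2 it cannot be told apart from other reasons, since read alignments were not examined, and reads misplaced between similar genes stay open in both directions. Inherited differences were tested in the H2 region of chromosome 17 (33974659 to 37483552), in which B10.D2 carries the haplotype of BALB/c. Of 152 features there, 19.079% differed, against 21.6% elsewhere, and 41.4% of 10000 random windows were as low. The lower share that this test looked for was not seen. The test leaves inherited differences open, since 1 region is small and expression there can depend on other regions.

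Intergenic assembled LncRNAs changed with their nearest gene. Within 1000 bases of the gene, 6 lay past its 3′ end and 1 before its 5′ end on its own strand, against 31 and 90 on the opposite strand. The exclusion of 1000 bases around genes thus acted mainly on the gene's own strand. In the first 100 bases beyond it, 0 and 3 lay on the opposite strand, which cannot serve as a comparison for that reason. On the gene's own strand, 148 lay past the 3′ end in these 100 bases, against 38 before the 5′ end. This placement is consistent with part of them being unannotated 3′ extensions or read-through of the gene. Without LncRNAs within 1500 bases of the 3′ end the rank correlation in BALB/c was 0.2786, above every re-pairing, so these alone do not carry the relation. Longer extensions stay open. A shared regulation of neighbours was not tested.

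Most gaps between exons of assembled LncRNAs match no deposited junction. Over 4026 mouse LncRNAs with more than 1 exon, the rank correlation of gaps per kilobase of exon with reads per base was -0.7698, against a lowest value of -0.0564 in 10000 re-pairings. Per the study's methods, exons were built from stretches of read coverage above a threshold and were also cut where coverage drops. Gaps that match no junction thus follow from the procedure itself. The correlation goes with exons that break where reads are few. Exonic length divides both measures, which by itself pushes the correlation above 0 and not below it. Splicing of single LncRNAs was not tested.

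Other splits of the libraries were refitted for each count of calls. The real split was the only one with as many calls, 1 of 35 in rat, and 1 of 25 each for BALB/c, B10.D2, the interaction, the strain comparison and the sex comparison. The most calls in another split were 0 in rat, 15 in BALB/c, 194 in B10.D2, 1 for the interaction, 0 between strains and 2 between sexes. For the interaction, relabelled splits mix both strains within a group, so their few calls are not a fair measure. For the sex by injury interaction 25 of 25 splits had at least its 0 calls, as any split must, 1 other split had 1 call, and 13 of 25 had as many features at an unadjusted p-value under 0.05. The rank correlation between strains of 0.475 exceeded that of the other 24 splits, of which the highest was 0.412. Among features called in either strain 97.0% had the same direction, and the 2 other splits with any call gave 94.4% of 1928 and 92.0% of 1652 features, against 2655 in the real one. Those 2 splits left all BALB/c libraries in their real groups and moved 2 B10.D2 libraries, so they hold the real change of BALB/c.

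Of protein-coding genes left after the filter on low counts, 22.04% were called between the strains in sham in edgeR. That is higher than the value quoted from the study above. The study used DESeq2 and does not state the gene set or whether SNI libraries were included, so the values are not like for like. Among LncRNAs, 26.1% of assembled and 19.1% of annotated ones were called, both below the study's value for LncRNAs. The median LncRNA count was 62.3-fold lower than the protein-coding one in mouse and 43.4-fold lower in rat. That is a larger difference than the one quoted from the study above. Here every LncRNA with at least 1 count was used. The study dropped LncRNAs outside the annotation below an expression threshold from its later analysis, so the sets may differ. Over features with at least 10 counts on average the difference was 14.8-fold in mouse and 13.9-fold in rat. In mouse it was 16.5-fold for assembled LncRNAs alone and 16.8-fold per kilobase.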
